A study of Heterocephalus glaber with 23 samples. Its data were reported in "Naked mole-rat transcriptome signatures of socially suppressed sexual maturation and links of reproduction to aging" (2018).

How the data were processed

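RNA-seq was available for liver of 23 naked mole-rats, a long-lived rodent that lives in colonies where a single pair breeds and the other adults do not. The libraries were 6 of female breeders, 5 of female non-breeders, 6 of male breeders and 6 of male non-breeders, grouped by the status and sex in the sample titles. Each title carries its own animal number, so each library was taken as a separate animal. Replicate numbers follow accession order, only name libraries and pair none. The study states that non-breeders were litter siblings of breeders, kept in the colonies they came from. Breeders had been taken out of these colonies and each paired with an unrelated animal. Colony and housing are then confounded with status in both sexes. Which animals share a litter or colony is not in the labels, so all were treated as independent.

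The authors prepared poly(A)-selected libraries with a kit that does not mark strand, sequenced them single-end, aligned reads with STAR 2.4.1d (version from the submitters' processing notes), discarded reads that mapped to several places and counted reads per gene with HTSeq on a transcript catalogue built for this species and placed on the public genome. The deposited values are raw counts per gene with no normalization. The table held 16339 rows with human-style gene symbols. Of these rows, 803 had no count in any library. Another 25 rows carried a spreadsheet date in place of a symbol. They took 0.143% ± 0.0134 of the counts (SD, n = 23), stayed in the tests and are not named. Without strand, reads of overlapping antisense genes cannot be told apart. Reads of near-identical gene copies may have been discarded or counted on one of them. No gene of the mitochondrial genome was among the rows used here, so the planned ratio of mitochondrial to nuclear counts was not analysed here. The reference table at hand belongs to another assembly, so no coordinates are given.

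Counts summed to 16420438 ± 2588391 per library (SD, n = 23), between 11826665 and 22969366. The 10 most abundant genes took 25.0% ± 2.02 of the counts (SD, n = 23), which leaves most of the depth to the other genes.

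Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr (minimum count 10, minimum total 15), which left 12306 genes. Libraries were scaled by TMM, all 23 libraries entered 1 fit with 1 mean per group, and differences were tested with the quasi-likelihood F-test (robust dispersion and fit, two-sided, Benjamini-Hochberg adjustment, threshold adjusted p 0.05). The square root of the common dispersion was 0.289. Standard errors are the log2 fold change over the square root of F, and intervals are at 95%. The 6 comparisons were female against male within each status, breeder against non-breeder within each sex, the status difference averaged over both sexes, and the status difference in females minus that in males. A slope on age beside group was fitted as well. Levels are counts relative to TMM-scaled library size (CPM), and log2 CPM used a prior count of 2.

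Gene lists were fixed before the data were examined, 43 in all, of liver functions, stress responses and markers of other cell types. The 40 lists with at least 5 tested genes were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, adjusted over the lists within a comparison. Camera with an estimated correlation and fry were run beside it. Named genes were fixed by rule as well: up to 10 higher and 10 lower genes past the threshold by p; where these were fewer than 10, the genes of smallest p to 10 in all; up to 3 members of smallest p in the direction of each list past the threshold; list members past the threshold; and a fixed set of genes named whatever their values. Among the genes short of the threshold and the list examples, those at the end of the order of p were left out for length, and not every gene of these parts is reported here.

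The gene and list tests were tested on simulated data, drawn from the real means, dispersions and library sizes of 12306 genes with 200 genes changed. In the simulated female against male comparison of non-breeders, 38 of 67 genes with a 2-fold change and 57 of 66 with a 4-fold change were recovered. In that of breeders these were 33 of 67 and 62 of 66. For breeder against non-breeder they were 36 of 67 and 62 of 66 in females, 44 of 67 and 61 of 66 in males, and 56 of 67 and 64 of 66 averaged over both sexes. For the difference of status differences they were 12 of 67 and 50 of 66. The simulation drew genes independently of one another. A simulated list shifted in breeders of both sexes had an adjusted p of 1.07e-15, and 0 of the other 39 lists passed.

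Alternatives chosen before the data were examined were the scaling of DESeq2 in edgeR, no filter on low counts, DESeq2 1.42.0 (Wald test), limma voom with library quality weights, a threshold of 0.01, age as a covariate, only the libraries of the 2 groups compared, and leaving out each library in turn. A repeat without 3 libraries that stood apart on the first principal component (beyond 3.5 median absolute deviations) was chosen after seeing the data. The body of the paper states a single sequencing setting for all libraries, while the study's list of libraries gives read lengths that differ slightly. By that list read length follows breeding status in females and goes with it in part in males. The comparison of female breeders with non-breeders is then confounded with read length, and those of status in males, status averaged, the sexes of breeders and the difference of status differences are so in part. The list is outside the labels, the counts and the body of the paper and was not used here, so the planned fits with read length as a covariate, or within one read length, were not run.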

Results

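Liver transcriptomes were compared between breeders and non-breeders of both sexes in the naked mole-rat. Library totals lay between 11826665 and 22969366 counts, with means of 14271155 ± 1799877 in female breeders (SD, n = 6), 17787258 ± 3123840 in female non-breeders (SD, n = 5), 16061468 ± 1993311 in male breeders (SD, n = 6) and 17789674 ± 2154883 in male non-breeders (SD, n = 6). Mean ages were 3.52 ± 0.183, 3.42 ± 0.669, 3.52 ± 0.571 and 3.42 ± 0.564 years in the same order. Albumin (ALB), the main plasma protein made by the liver, took 11.5% ± 2.11 of all counts (SD, n = 23). Pairwise Pearson correlations of log2 CPM across genes averaged 0.961 ± 0.0204 within groups (SD, 55 pairs) and 0.961 ± 0.0192 between groups (SD, 198 pairs), so libraries of one group were no closer to each other than to the rest. The counts of any 2 libraries of a group differed by at least 30.7 times the sampling noise (chi-square per degree of freedom), so none of them was a copy of another. On the first principal component, which held 26.4% of the variance, male non-breeder 3, female breeder 6 and male breeder 5 stood apart from the rest.

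The first comparison asked whether the livers of non-breeding females and males differ. 4 of 12306 genes passed the threshold, all of them lower in females. KIF4A, a chromosome-associated kinesin of dividing cells, stood at 0.231 ± 0.171 CPM in females (SD, n = 5) and 25.2 ± 6.57 CPM in males (SD, n = 6), a log2 fold change of -6.81 ± 0.43 (SE, edgeR quasi-likelihood test, adjusted p = 8.14e-10). RAB9A, a small GTPase of endosome-to-Golgi transport, had a log2 fold change of -1.33 ± 0.14 (SE, edgeR, adjusted p = 8.89e-06). EIF2S3, the gamma subunit of translation initiation factor eIF2, had one of -1.03 ± 0.13 (SE, edgeR, adjusted p = 0.000178). PNPLA4, a lipid hydrolase, had one of -0.65 ± 0.10 (SE, edgeR, adjusted p = 0.00561). For each of these 4 genes, all 5 females lay outside the range of all 6 males. In human all 4 genes lie on the X chromosome. Where they lie in the naked mole-rat was not analysed here. The next genes by p did not pass the threshold: OFD1 at -0.94 ± 0.21, KDM6A at 0.76 ± 0.19 and APOC4 at -0.63 ± 0.16 (log2 fold change ± SE), with FGD1 1.99-fold lower in females. DESeq2 called 6 genes, OFD1 among them, and limma voom 4.

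**Figure D1:**
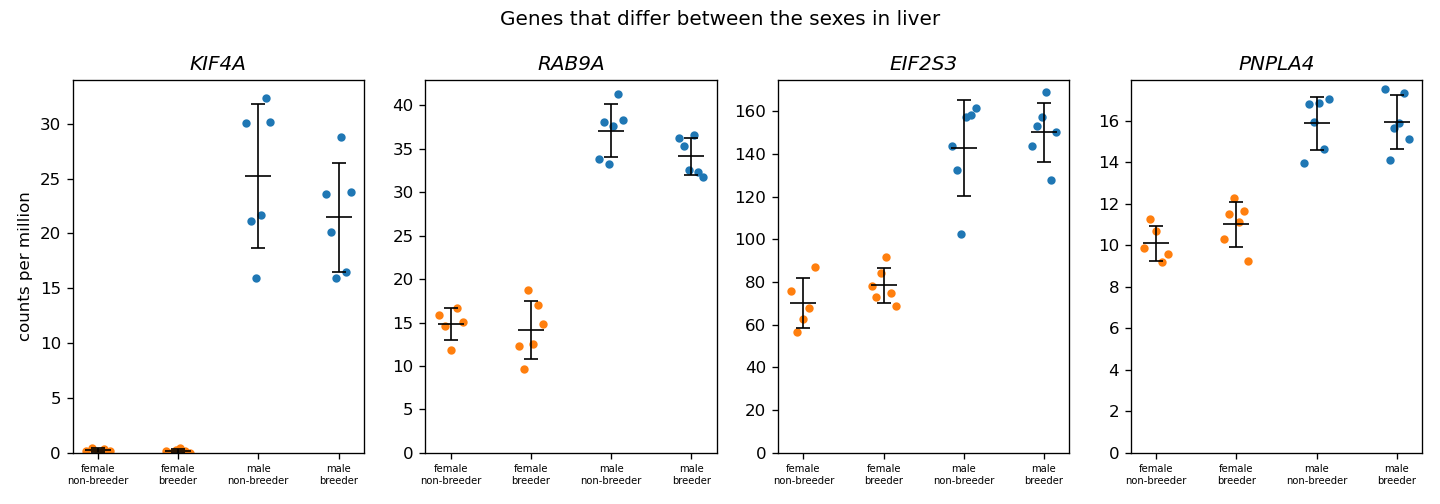
Levels of the 4 genes that passed the threshold in non-breeders, in CPM on the vertical axis, for each library of the 4 groups on the horizontal axis; points are libraries, and bars are the mean ± SD (n = 5 or 6). Female libraries (orange) lie below all male libraries (blue) for each gene, with KIF4A at 0.231 ± 0.171 CPM in female and 25.2 ± 6.57 CPM in male non-breeders.

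Among the gene lists, 6 of 40 passed camera with the preset correlation in non-breeders. Cytosolic ribosomal proteins had a median log2 difference between females and males of -0.28, with 72 of 73 members below 0 and examples RPS9 at -0.48 and RPL15 at -0.27 (camera adjusted p = 1.29e-18, adjusted p = 0.852 with an estimated correlation). Medians were -0.26 for nuclear respiratory complex I genes (32 of 35 members below 0; NDUFS8 at -0.37, camera adjusted p = 7.29e-09) and -0.29 for complex II to IV genes (21 of 27; UQCRH at -0.71, camera adjusted p = 4.97e-05). The median was -0.24 for ATP synthase genes (12 of 15; ATP5J2 at -0.57, camera adjusted p = 0.0172). Cholesterol synthesis had a median of -0.30 with 22 of 25 members below 0, among them INSIG1 at -0.59 and TM7SF2 at -0.69 (camera adjusted p = 4.97e-05). The adjusted p with an estimated correlation was 0.852 for each of these lists. Proteasome genes had a median of 0.10 with 27 of 33 members above 0, PSMD11 at 0.28 among them (camera adjusted p = 0.00141, adjusted p = 0.949 with an estimated correlation). No member of these 6 lists passed over all genes, and 2 cholesterol synthesis genes did when adjusted over the list alone. Genes with X and Y copies in mammals passed fry's test for changes in either direction (adjusted p = 3.7e-05). EIF2S3, called above, is a member of that list, so this test is not independent of its call. Male non-breeder 3, one of the libraries that stood apart, lay -1.35 below the rest of its group in the median of the cholesterol synthesis genes (log2), and without the 3 libraries the list's median difference between the sexes was -0.44. The other lower lists shrank without them, to -0.16 for ribosomal proteins, -0.13 for complex I, -0.12 for complex II to IV and -0.09 for ATP synthase genes, whose call ended (camera adjusted p = 0.0663). Some lists passed only without them. Lower in females were fatty acid and triglyceride synthesis (camera adjusted p = 0.000226) and amino acid metabolism and the urea cycle (0.00497). Higher were interferon-stimulated (0.00352), endoplasmic reticulum stress (0.00434) and acute phase and complement genes (0.0309).

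In breeders, 6 of 12306 genes differed between the sexes. By the paper's methods, male breeders were euthanized days after a birth and female breeders weeks after their last pregnancy. Time since the last birth is then confounded with sex in breeders. KIF4A (-7.05 ± 0.42, adjusted p = 2.24e-10), RAB9A (-1.27 ± 0.13, adjusted p = 6.92e-06), EIF2S3 (-0.94 ± 0.12, adjusted p = 0.000306) and PNPLA4 (-0.53 ± 0.10, adjusted p = 0.0363) were again lower in females, and all 6 females lay outside the male range for each (edgeR, log2 fold change ± SE). KIF4A stood at 0.153 ± 0.158 CPM in female breeders (SD, n = 6) and 21.5 ± 4.93 CPM in male breeders (SD, n = 6). FCN3, a lectin of the complement system, was lower in females at 1.20 ± 0.451 CPM (SD, n = 6) against 3.11 ± 1.03 CPM in males (SD, n = 6, log2 fold change -1.36 ± 0.24, SE, edgeR, adjusted p = 0.0361). ST6GALNAC3, a sialyltransferase, was the only gene higher in females, with 42.9 ± 7.88 CPM against 25.4 ± 3.79 CPM (SD, n = 6 in each, log2 fold change 0.76 ± 0.14, SE, edgeR, adjusted p = 0.0446). The calls of PNPLA4, FCN3 and ST6GALNAC3 depended on which libraries were included, while their differences stayed similar: only KIF4A, RAB9A and EIF2S3, 3 genes, passed without any one of female breeders 4, 5 and 6 or male breeder 6, and without the 3 libraries that stood apart, where PNPLA4 was at -0.46, FCN3 at -1.31 and ST6GALNAC3 at 0.66 (log2 fold change, edgeR, adjusted p = 0.139, 0.130 and 0.187). DESeq2 called 24 genes, the muscle genes ACTC1, MYL2 and ANKRD1 among them, and limma voom 5. The next genes by p did not pass with edgeR but were among those of DESeq2: BCL2L10 at -1.21 ± 0.25, SMIM19 at -0.52 ± 0.11, FLRT2 at 1.59 ± 0.35 and CEACAM20 at 1.19 ± 0.27 (log2 fold change ± SE, edgeR).

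In breeders 14 of 40 lists passed camera with the preset correlation, and 0 with an estimated correlation. Lower medians in females were seen for cytosolic ribosomal proteins (-0.15, camera adjusted p = 9.29e-10), nuclear respiratory complex I genes (-0.17; NDUFS7 at -0.38, camera adjusted p = 1.64e-06), complex II to IV genes (-0.19, camera adjusted p = 0.000118), ATP synthase genes (-0.16, camera adjusted p = 0.0182), cholesterol synthesis (-0.25; PMVK at -0.38, camera adjusted p = 0.000945) and mitochondrial fatty acid oxidation (-0.09; HADH at -0.30, camera adjusted p = 0.0163). The same held for xenobiotic metabolism (-0.17; GSTA3 at -0.50, camera adjusted p = 0.00365), circadian clock genes (-0.21; NR1D1 at -0.93, camera adjusted p = 0.00614) and lipoproteins and lipid transport (-0.19; APOC4 at -0.48, camera adjusted p = 0.0112). Medians above 0 were found for interferon-stimulated genes (0.43; IFIT2 at 0.84, camera adjusted p = 8.92e-07), immediate early genes (0.41; KLF6 at 0.82, camera adjusted p = 0.0441) and markers of stellate cells and fibroblasts (0.31; DCN at 1.10, camera adjusted p = 0.000945). They were also above 0 for markers of macrophages and Kupffer cells (0.26; EMR1 at 1.55, camera adjusted p = 0.00152) and of neutrophils (0.30, camera adjusted p = 0.0112). With an estimated correlation the adjusted p was 0.440 for xenobiotic, clock and lipoprotein genes, 0.634 for immediate early genes, 0.627 for fatty acid oxidation and 0.564 for the others. No member of these lists passed over all genes. Adjusted over the list alone, 1 stellate cell marker and 1 lipid transport gene were higher and 1 lipid transport gene lower. Genes with X and Y copies, of which the called EIF2S3 is a member, again passed fry's test for changes in either direction (adjusted p = 0.000779). Female breeder 6 and male breeder 5, which stood apart, belong to the groups compared here, and without the libraries that stood apart the neutrophil call ended (camera adjusted p = 0.0773) and the medians of fatty acid oxidation and lipoprotein genes were -0.16 and -0.31. By the study's list of libraries read length also differed slightly and in part between the sexes of breeders. Time since the last birth differed between them as well, so these lists cannot be read as differences of sex alone.

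In females, livers of breeders and non-breeders were compared to ask what accompanies breeding. 0 of 12306 genes passed with edgeR, 455 had an unadjusted p under 0.05, and 5 passed with DESeq2 and 0 with limma voom. DESeq2 called ACTC1 and ANKRD1, muscle genes that the filter removed before edgeR, and SERPINA6, CGREF1 and PGLYRP2. Among the smallest p were CGREF1 at -0.87 ± 0.19, SLC3A2, the heavy chain of amino acid transporters, at -0.51 ± 0.12, and AFP, the fetal serum albumin, at -3.25 ± 0.79 (log2 fold change ± SE). PGLYRP2, a peptidoglycan-cleaving enzyme secreted by the liver, stood at 155 ± 40.9 CPM in breeders (SD, n = 6) and 327 ± 115 CPM in non-breeders (SD, n = 5), with a log2 fold change of -1.08 ± 0.23 (SE, edgeR, adjusted p = 0.811). SERPINA6, the corticosteroid-binding globulin of plasma, stood at 27.9 ± 13.9 CPM in breeders (SD, n = 6) and 9.11 ± 3.37 CPM in non-breeders (SD, n = 5), with a log2 fold change of 1.61 ± 0.37 (SE, edgeR, adjusted p = 0.898). For each of CGREF1, SLC3A2, AFP, PGLYRP2 and SERPINA6, 6 of 6 breeders lay on the same side of the non-breeder mean, which genes picked by p tend to show. 6 lists passed camera with the preset correlation. Acute phase and complement genes had a median of -0.30 with 38 of 38 members below 0, among them ORM1 at -1.46 and HP at -1.21 (camera adjusted p = 2.48e-14, adjusted p = 0.445 with an estimated correlation). Medians were -0.21 for endoplasmic reticulum stress genes (CALR at -0.54, camera adjusted p = 8.18e-05, adjusted p = 0.633 with an estimated correlation), and -0.17, -0.07 and -0.21 for endothelial markers, proteasome genes and neutrophil markers (adjusted p = 0.856 with an estimated correlation for each). Markers of skeletal muscle had a median of 1.01 with 8 of 8 members above 0, TTN at 2.99 among them, which was above the non-breeder mean in 2 of 6 breeders (camera adjusted p = 0.00135, adjusted p = 0.445 with an estimated correlation), and 1 passed when adjusted over the list alone. Female breeders 2 and 6 had the highest mean log2 CPM of the list, 1.61 and 0.83, while breeders 3 and 5, at -0.51 and -1.05, were no higher than most non-breeders. Without the libraries that stood apart, breeder 6 among them, the median was 1.03 (camera adjusted p = 0.0328). By the study's list of libraries read length differed slightly and follows status in females, and if these were separate sequencing runs, run and breeding status cannot be told apart here.

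In males, again 0 of 12306 genes passed with edgeR for breeders against non-breeders, 723 had an unadjusted p under 0.05, and 2 passed with DESeq2 and 1 with limma voom. Those of DESeq2 were NALCN and RICTOR. The smallest p belonged to NALCN, a sodium leak channel, at 0.621 ± 0.165 CPM in breeders and 2.09 ± 0.938 CPM in non-breeders (SD, n = 6 in each, log2 fold change -1.75 ± 0.33, SE, edgeR, adjusted p = 0.234). NALCN was lower in 6 of 6 breeders than the non-breeder mean, which genes picked by p tend to show. Without male non-breeder 3 it was the 1 gene that passed, but without all 3 libraries that stood apart it did not pass (edgeR, adjusted p = 0.185). RICTOR, a subunit of mTOR complex 2, at 0.68 ± 0.15, ATM, a kinase of the DNA damage response, at 0.71 ± 0.17, KMT2A, a histone methyltransferase, at 0.62 ± 0.15, and PTPRC, the pan-leukocyte antigen CD45, at -0.67 ± 0.16 followed (log2 fold change ± SE, adjusted p = 0.526 for each). 11 lists passed camera with the preset correlation. Acute phase and complement genes had a median of -0.32 with 35 of 38 members below 0, among them TF at -0.69 and HPX at -0.88 (camera adjusted p = 1.96e-09, adjusted p = 0.444 with an estimated correlation). Markers of neutrophils (-0.81), macrophages and Kupffer cells (-0.41; MPEG1 at -1.09), stellate cells and fibroblasts (-0.37; COL3A1 at -0.98) and cell cycle genes (-0.17; CCND1 at -1.47) each had an adjusted p of 0.263 with an estimated correlation, and 3 neutrophil markers, 1 cell cycle gene and 1 endoplasmic reticulum stress gene were lower when adjusted over the list alone. Medians were -0.11 for ribosomal proteins, -0.19 for endoplasmic reticulum stress genes, -0.14 for endothelial markers, -0.50 for immediate early genes, -0.19 for heat shock genes and 0.10 for peroxisomal genes, with adjusted p of 0.953, 0.820, 0.915, 0.915, 0.915 and 0.915 with an estimated correlation. Male non-breeder 3 stood apart in this comparison: without it 7 lists passed, and ribosomal proteins changed sign (adjusted p = 0.842). Without all 3 libraries that stood apart the calls of ribosomal, immediate early, endothelial, cell cycle and peroxisomal genes ended (camera adjusted p = 0.622, 0.140, 0.125, 0.187 and 0.0617).

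Averaged over both sexes, 12 breeders were compared with 11 non-breeders. By the same list read length goes with status in females and in part in males, so sequencing was not separated from status in the values that follow. Colony and housing were not separated from status either. With edgeR 0 of 12306 genes passed, 977 had an unadjusted p under 0.05, and 36 passed with DESeq2 and 5 with limma voom. SERPINA6, NALCN, PGLYRP2, CCND1 and CPEB2 were among those of DESeq2. SERPINA6 had a log2 fold change of 1.45 ± 0.25 (SE, 95% interval 0.92 to 1.97), NALCN of -1.26 ± 0.23 and PGLYRP2 of -0.87 ± 0.16 (SE, edgeR, adjusted p = 0.0755 for each). In males SERPINA6 stood at 42.2 ± 13.1 CPM in breeders and 17.4 ± 8.73 CPM in non-breeders (SD, n = 6 in each). For each of the 3 genes all 12 breeders lay on the same side of the mean log2 CPM of the 11 non-breeders. Genes picked for the smallest p tend to show this by that choice, so it adds no support. Within a sex the ranges of breeders and non-breeders still overlapped for SERPINA6 in males, where male breeder 6 had 16.4 CPM, for PGLYRP2 in both sexes and for NALCN in females. CCND1, the G1 cyclin D1, followed at -1.35 ± 0.28 and CPEB2, a regulator of translation, at 0.88 ± 0.19 (log2 fold change ± SE, edgeR, adjusted p = 0.193 and 0.200). Acute phase and complement genes had a median of -0.30 with 37 of 38 members below 0, examples being ORM1 at -1.24, HPX at -0.79 and LCN2 at -2.91 (camera adjusted p = 1.59e-17, adjusted p = 0.335 with an estimated correlation), and 6 were lower when adjusted over the list alone. Over their own lists, 2 neutrophil markers, 3 endoplasmic reticulum stress genes and 4 cell cycle genes were lower as well and 1 cell cycle gene higher, and cell cycle genes passed fry's test for changes in either direction (adjusted p = 0.00165). CCND1, among the genes of smallest p for this comparison, is a member of the cell cycle list, so that test is not independent of it. Markers of neutrophils had a median of -0.58, endoplasmic reticulum stress genes of -0.20, and cell cycle genes of -0.13 (adjusted p = 0.335, 0.369 and 0.369 with an estimated correlation). Markers of macrophages and Kupffer cells, endothelial cells, and stellate cells and fibroblasts had medians of -0.22, -0.19 and -0.24 (adjusted p = 0.467, 0.622 and 0.622 with an estimated correlation). Without the libraries that stood apart the cell cycle call ended (camera adjusted p = 0.151). Of the genes named whatever their values, IGF1, the circulating growth factor, stood at -0.36 ± 0.17, CYP7A1, the rate-limiting enzyme of bile acid synthesis, at -0.08 ± 0.40, and NR3C1, the glucocorticoid receptor, at 0.09 ± 0.23. PINK1 stood at 0.11 ± 0.09, SOD2 at -0.20 ± 0.27, PRDX3 at 0.08 ± 0.09, RRAGB at 0.24 ± 0.13, FGFR2 at -0.03 ± 0.17, ESR1 at -0.35 ± 0.53 and ALB at -0.03 ± 0.14 (log2 fold change ± SE), none past the threshold. SSTR3, TMEM8C, PLK4 and SHBG had at most 3, 0, 6 and 4 counts in any library and were not tested.

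**Figure D2:**
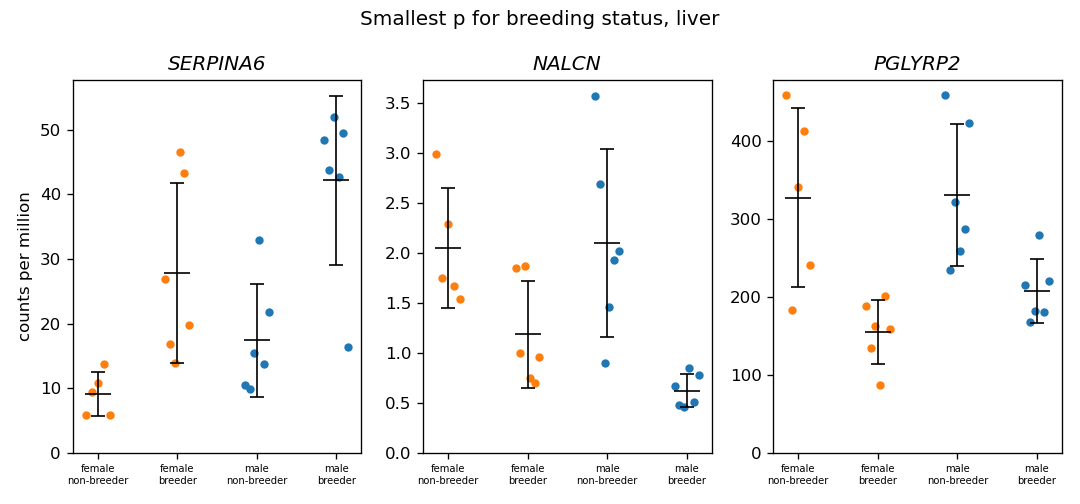
Levels of the 3 genes of smallest p for breeding status averaged over both sexes, in CPM on the vertical axis, for each library of the 4 groups on the horizontal axis; points are libraries (orange female, blue male), and bars are the mean ± SD (n = 5 or 6). SERPINA6 stood at 27.9 ± 13.9 CPM in female breeders and 9.11 ± 3.37 CPM in female non-breeders. None of the 3 genes passed the threshold with edgeR, while all 3 passed with DESeq2.

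Whether the status difference depended on sex was tested directly. 0 of 12306 genes passed with edgeR, 228 had an unadjusted p under 0.05, and 1 passed with DESeq2 and 0 with limma voom. The gene of DESeq2 was ANKRD1, a muscle gene that the filter on low counts had removed before edgeR. The smallest p belonged to SLC35G2 at -3.18 ± 0.80 and HOPX at 3.00 ± 0.79 (difference of log2 fold changes ± SE). 8 of 40 lists passed camera with the preset correlation and 0 with an estimated correlation. Across the 12306 genes, which are not independent replicates, the status differences in females and in males had a Pearson correlation of 0.271. This correlation across genes of the status differences in females and males depended on the processing, with 0.140 to 0.393 when single libraries were left out, 0.0687 with no filter on low counts and -0.00930 with DESeq2. Read length, which by that list goes with status wholly in females and in part in males, was not separated from either result. Nor was the time since the last birth, which differed between female and male breeders.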

Values the study reported

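For naked mole-rat liver at a false discovery rate of 0.01 the study reported 4 differentially expressed genes between female and male non-breeders and 10 between female and male breeders. It reported 0 such genes between female breeders and non-breeders and 1 between male breeders and non-breeders. Over all tissues of the naked mole-rat, not liver alone, the mean pairwise Pearson correlation within replicate groups was reported as 0.981 ± 0.013.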

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

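Of the tests below, those of dividing cells, stress at collection and age were chosen after the values had been seen.

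Over 38 measures in 4 groups, 15 of 152 groups held a library whose gap to its nearest neighbour was large for the range of the group, where chance gives about 7.6. In male non-breeder 3 this held for MTRNR2L4, a row that resembles mitochondrial ribosomal RNA, at 11.9% of counts (gap over range 0.926), the first principal component (0.895), the mean correlation within its group (0.838) and cholesterol synthesis (0.682). In female breeder 6 it held for MTRNR2L4 at 8.40% (0.658), the first component (0.662) and the mean correlation (0.651), and in male breeder 5 for the mean correlation (0.769). These 3 libraries lay 8.63, 5.27 and 4.50 median absolute deviations from the median on the first component. MTRNR2L4 took 8.24% of counts in male breeder 5, against a median of 3.79% over all libraries. In the same order of libraries, medians of ribosomal proteins lay 0.56, 0.49 and 0.24 above the rest of the group (log2). Those of complex I genes lay 0.70, 0.47 and 0.31 above it, and those of cholesterol synthesis genes were below it at -1.35, -0.11 and -0.49. Thinning all libraries to the lowest total left 3 of the 3 beyond the limit, which argues against depth. Age stays open: 2 of the 3 came from animals above the median age, and these were the oldest of all. A response at collection stays open as well: the medians of the immediate early genes lay 0.91, 0.20 and 1.13 above the rest of the group, and the lowest of them, 0.20, is near 0.

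The remaining libraries far from their group were female non-breeder 1 (gap over range 0.806, high) and female breeder 2 (0.712, low) for ST6GALNAC3, and male breeder 6 for SERPINA6 (0.829, low). Others were male breeder 3 for proteasome genes (0.703, low), female non-breeder 3 for interferon-stimulated genes (0.760, high), female non-breeder 5 for neutrophil markers (0.745, low) and female non-breeder 2 for skeletal muscle markers (0.815, low).

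The status difference differed between females and males in 8 lists by camera with the preset correlation. It was higher in females for markers of stellate cells and fibroblasts (adjusted p = 0.000380), macrophages and Kupffer cells (0.000548) and skeletal muscle (0.00879), and for immediate early (0.00230), interferon-stimulated (0.0109) and ribosomal protein genes (0.0245). It was lower for proteasome (0.0125) and mitochondrial fatty acid oxidation genes (0.0172). Without the 3 libraries that stood apart ribosomal proteins turned to lower (0.0467), and the calls of interferon-stimulated genes (0.161) and skeletal muscle markers (0.206) ended. Cholesterol synthesis then passed as higher (camera adjusted p = 0.0375), and complex I, complex II to IV and peroxisomal genes as lower (0.0467 for each). The smallest adjusted p with an estimated correlation was 0.874. Counts of splits here and below include the real grouping. Of 100 splits of the animals by status within each sex, 72 gave as many lists, with up to 19 in the others, so chance cannot be excluded.

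The same held for the lists of every other comparison: as many lists passed in 80 (females against males, non-breeders; 6 lists, up to 22 in other splits), 23 (breeders; 14 lists, up to 24), 89 (status in females; 6 lists, up to 18), 45 (status in males; 11 lists, up to 20) and 78 (status averaged; 7 lists, up to 20) of 100 splits. For genes, few splits gave counts as high in the comparisons of the sexes. At least the 4 genes of non-breeders were called in 3 of 100 splits (highest other 12). At least the 6 genes of breeders were called in 3 of 100 (highest other 120). These shares were not adjusted over the measures examined, and a count says nothing about any single gene. Why a split gave 120 genes, many times the real count, was not traced. For the counts of 0 the splits decide nothing, since any split reaches 0: 100 of 100 did for status in females (highest other 26), in males (1), averaged (3) and for the difference of the sexes (1).

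KIF4A was near absent in all females and present in all males. The other 23 tested cell cycle genes argue against more dividing cells in males: their median difference between females and males was -0.0107 in non-breeders and 0.11 in breeders, against -6.81 and -7.05 for KIF4A. A hypothesis that stays open is that a male-specific copy of the gene, made in all cells, may have been counted on KIF4A. Its SD over males of 0.37 (log2) lay near the median of 0.39 of the cell cycle genes, whose lower counts widen their SD, so this test cannot tell. By the bound set beforehand, an SD under that median, it would have counted for such a copy, and the bound was made stricter after the value was seen.

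Acute phase and complement genes were the list with the smallest camera p in both sexes' status comparisons, and were singled out for that. Without the 3 libraries that stood apart the median averaged over both sexes was -0.25 (-0.27 in females and -0.21 in males), which argues against those libraries as the only cause. In 2 of 100 splits, the real one included, the median lay as far from 0 as the real 0.302 (highest other 0.327). That is few for a list chosen beforehand, but this list was picked among 40, so chance cannot be excluded. Exact two-sided permutation tests of the list's mean log2 CPM gave p = 0.0714 in females and p = 0.0649 in males. Read length, which by the study's list of libraries follows status in females and goes with it in part in males, stays open as untested. So do colony and housing, which go with status in both sexes, and a different share of cell types.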

How the results depend on the processing

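The 3 libraries to leave out were chosen after seeing the data; the other alternatives were set before. No paired analysis was possible because the labels do not say which breeders and non-breeders were litter siblings. Planned fits with read length were not run, since its assignment to libraries is in neither labels nor counts and was not used here, and the mitochondrial ratio with its alternatives was not run. Where no cause is named, the cause was not tested.

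The 4 genes called between the sexes of non-breeders became 6 with DESeq2 and 2 with only the libraries of the 2 groups (fewer samples); leaving out each library gave 4 to 4. In breeders the count of 6 became 24 with DESeq2, 3 with only the 2 groups' libraries, 3 without the 3 libraries that stood apart, 3 at a threshold of 0.01, and 3 to 5 without single libraries. For status the counts of 0 became 5 in females, 2 in males, 36 averaged and 1 for the difference of the sexes with DESeq2, and 1 in males and 5 averaged with limma voom. Leaving out each library gave 0 to 0 in females, 0 to 1 in males (1 without male non-breeder 3), 0 to 2 averaged and 0 to 0 for the difference. Averaged, 2 passed without female breeder 3 or male non-breeder 3, and 1 without female non-breeder 2, male breeder 6 or male non-breeder 4.

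Lists past camera with the preset correlation fell to 0 in all 6 comparisons with an estimated correlation and to 0 with fry's test for one direction. Without the 3 libraries they numbered 10 between the sexes of non-breeders, 11 for status in females and 6 for status in males. Without single libraries they ran from 5 to 11 and 11 to 17 for the sexes of non-breeders and breeders, 4 to 9 and 7 to 12 for status in females and males, 6 to 10 averaged, and 5 to 11 for the difference. Ribosomal proteins reversed without male non-breeder 3 for status in males (adjusted p = 0.842) and for the difference (0.525), and for the difference without the 3 libraries (0.0467). Without single libraries its adjusted p ran from 3.65e-08 to 0.842 for status in males and from 4.88e-05 to 0.992 for the difference.

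The correlation across genes of the status differences in females and males was 0.0687 with no filter and -0.00930 with DESeq2, which changes model and genes at once, and 0.140 to 0.393 without single libraries. The slope on age gave 0 genes, 2 with DESeq2, and 0 to 0 without single libraries. Depth limits genes near the floor: NALCN had 7 to 73 counts per library.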

Other observations

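No gene passed for a slope on age beside group: 0 of 12306 passed with edgeR, 987 had an unadjusted p under 0.05 and 2 passed with DESeq2, over animals of 2.4 to 4.1 years. CD28, the T cell costimulatory receptor, had the smallest p, with 2.72 ± 0.52 log2 per year (SE; edgeR, adjusted p = 0.338).

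Lists of further liver functions passed in none of the 6 comparisons with the preset correlation and all libraries. Without the 3 libraries that stood apart, amino acid metabolism and the urea cycle passed for status in females (camera adjusted p = 0.00713), status averaged (0.0307) and the sexes of non-breeders (0.00497), and antioxidant enzymes for the sexes of breeders (0.0334). Fatty acid and triglyceride synthesis then passed for the sexes of non-breeders as well (camera adjusted p = 0.000226). For breeders against non-breeders averaged over both sexes, medians were -0.01 for bile acid synthesis and transport, 0.03 for amino acid metabolism and the urea cycle, -0.06 for glucose metabolism, -0.01 for hepatic steroid hormone metabolism and 0.01 for antioxidant enzymes. For hormone receptors, carriers and the growth axis the median was -0.12, and fry's test for changes in either direction gave an adjusted p of 0.0116. SERPINA6, among the genes of smallest p for this comparison, is a member of that list, so the test is not independent of it.

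At a threshold of 0.01, edgeR called 3 genes between female and male breeders. That is lower than the value quoted from the study above. DESeq2, the study's tool, called 11 at that threshold. In male breeders against non-breeders edgeR called 0 at 0.01 and DESeq2 called 1. In female breeders against non-breeders edgeR called 0 at 0.01 and DESeq2 called 2, which is more than the value quoted from the study. These were ACTC1 and ANKRD1, muscle genes that the filter on low counts removed before edgeR. Between female and male non-breeders edgeR and DESeq2 each called 4 at 0.01, the number quoted from the study.

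The status differences of females and males had a correlation of 0.271 across genes, and 5 of 100 splits of the animals by status within each sex gave one as high, the real one included, with up to 0.437 in the other splits, so chance cannot be excluded.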
